A study of Mus musculus with 672 samples. Its data were reported in "Enhanced chromatin accessibility contributes to X chromosome dosage compensation in mammals" (2021).

How the data were processed

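Female mouse embryonic fibroblasts (MEFs) from a cross of the laboratory mouse Mus musculus (Mus) with Mus musculus castaneus (Cast) were reprogrammed to induced pluripotent stem cells (iPSCs) with doxycycline-inducible Oct4, Sox2, Klf4 and Myc carried by a lentivirus, in the presence of ascorbic acid. The cells carried a GFP transgene on the Mus X chromosome (X-GFP). MEFs sorted without GFP had an inactive Mus X (Xi-Mus), and MEFs sorted with GFP had an inactive Cast X (Xi-Cast). Reprogramming intermediates were sorted on SSEA1, a surface carbohydrate of pluripotent cells (the sort is named FUT4 in the labels and below), and iPSCs came from picked colonies after withdrawal of doxycycline and ascorbic acid. Single cells were sorted into wells and processed by Smart-seq2, which copies and amplifies whole polyadenylated transcripts from 1 cell per well, with Nextera XT libraries. The sort on FUT4 keeps cells that had reached that stage, so shares of cells describe the sorted cells and not the culture.

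Per the study's methods, the authors aligned the reads with STAR 2.5.3a to the mouse genome (build mm10), counted reads of annotated genes with featureCounts, and filtered, scaled and logged the counts in Seurat. The submitters' processing notes also name SAMtools. The deposited table holds the natural log of 1 + the reads of a gene per 10000 gene-assigned reads of the cell. The methods state another scale, 100000, but the antilog of every column minus 1 summed to 10000. All values were therefore converted back to the linear scale and multiplied to 100000 reads per cell, the scale the comparisons had been written for. Within a cell the linear values were multiples of the value of 1 read. All 3980842 values above 0 came out as whole reads (tolerance 0.01 reads or a relative difference of 1e-06), which gave the depth of each cell. Amplified reads without molecular identifiers are not independent molecules, so intervals and detection limits cover counting error only. The libraries do not mark strand, so reads of Xist and of its antisense gene Tsix cannot be told apart where the genes overlap. Reads from the reprogramming transgenes and from the endogenous Pou5f1, Sox2, Klf4 and Myc genes were not separated.

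The labels name 672 cells in 7 groups of 96, and the table holds 567 of them. All 567 cells had over 4000 and under 10000 genes with reads and a mitochondrial share of reads under 8%, the limits stated in the methods, so the limits removed no cell here. The table has 26127 genes, of which 25042 (95.8%) were placed on a chromosome by symbol in a GENCODE annotation of the same mouse build, 1158 of them on the X and 23852 on autosomes. Doublets were not called, since the sort was meant to place 1 cell in each well. Whether any well received more than 1 cell was not checked.

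The labels name no separate cultures or animals. Each of the 7 groups was therefore treated as 1 sample, 1 plate of cells. No test was run, no p-value is given, and no comparison has a replicate check. The plates were sequenced in 2 pools: days 0, 8, 9 and 10 in one, and both day 12 groups and the iPSCs in the other. A difference between day 10 and day 12 cannot be told apart from a difference between pools. The same holds for any comparison of days 0 to 10 with day 12 or iPSCs.

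For each gene, the mean of the linear value over the cells of a group was taken, and groups were compared as the log2 ratio of means with a pseudocount of 1. These ratios understate differences of low genes. For each of 24 gene lists, the median log2 ratio of its measured members was placed among the medians of 10000 random lists of the same size, matched on mean expression in 50 bins, as a percentile. The percentile describes these plates and is no test. Members at least 2-fold higher or lower by the same ratio were counted as a description of size. The lists cover fibroblast, epithelial, early and late pluripotency, transgenic factor, proliferation, senescence and secreted, AP-1 and intermediate, somatic factor, neural, trophoblast, primitive endoderm, keratinocyte, blood and macrophage, endothelial, muscle, formative and primed, DNA methylation, glycolysis, X inactivation and stress genes. They also hold 3 lists of genes the study named: escapees, early reactivating genes and candidate X regulators. The study picked these 3 from its own samples, so their direction here is not independent evidence. The lists share some genes: Zfp42 and Zscan10 are pluripotency genes and candidate X regulators, and Dnmt3b, Dnmt3l and Tet1 are in the DNA methylation list and in others. Of 279 list genes, 264 were measured. A further list of genes of 2-cell-like cells had 1 measured member of 10 and was not used.

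The genes named for a comparison were the 6 with the highest and the 6 with the lowest log2 ratio (3 each for the comparisons of successive days from day 8 to day 12) among genes with a mean of at least 10 in the higher group and reads in at least 50% of its cells, leaving out predicted and pseudogene symbols. Up to 4 members of each list with a mean of at least 1 in either group were added, together with Xist, X-GFP, the transgenic factors and the early and late pluripotency genes. Where 1 cell of the higher group held so much of a named gene's signal that its mean was over 1.5 times lower without that cell, the value without it is given. Where a group had no read of a gene, the fold was given as a lower bound against 3 reads over all cells of the group. Setting list genes without reads to that bound moved no list median by more than 0.0103. The pseudocount of 1, far above the bound, allows no larger move, so this does not show that the treatment of zeros is without effect.

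Shares of cells with at least 1 read are given with exact Clopper-Pearson 95% intervals, and a count of 0 cells with the upper limit of 3 cells over the number of cells. Shares are also given after thinning each cell to 100000 reads, which left out 9 shallower cells. The X to autosome ratio of a cell was the median value of its X-linked genes with reads divided by that of its autosomal genes with reads, from total and not allelic values. Cells of the Xi-Mus groups were clustered with Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 15 principal components, resolution 0.5, seed 1234). Clusters were named only from markers fixed beforehand. A further clustering used autosomal genes only and included the Xi-Cast cells, so that X-linked values could be compared within clusters made without them. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The groups, gene lists, comparisons, markers, the rule for named genes and most alternative settings were chosen before the data were examined.

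The computation was tested on simulated reads of the iPSC and day 12 Xi-Mus plates. All 26127 genes were simulated independently of each other, but changed and unchanged genes were taken only from those with a day 12 mean of at least 5. Low genes, and lists of genes that vary together, were therefore not covered. Of the genes taken, 50 each were given a fold of 0.25, 0.5, 2 and 4. The direction was recovered for 50 of 50 genes at each fold, a list changed 2-fold was placed at percentile 100, and 96 of 100 unchanged lists fell within the central 95% of random lists.

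Alternative settings were a pseudocount of 0.1, means of logged values, only genes with a mean of at least 5 in either group, median-ratio scaling of group means, the wells of the first 4 or of the last 4 of the 8 row indexes of each plate, other gene sets for the X to autosome ratio, other clustering settings, and a threshold of 1 or thinned reads for shares of cells. The following were added after seeing the data: a pseudocount of 10 (1 on the deposited scale), cells with at least 100000 reads, thinning before the X to autosome ratio, clustering on autosomal genes, and leaving out cells with reads of at least 5 of the 9 blood and macrophage genes. Median-ratio scaling removed shifts over all genes of 0.29 (iPSC against day 0), 0.21 (day 8 against day 0) and 0.19 (iPSC against day 12) on the log2 scale. Pseudotime and allelic ratios were not analysed here.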

Results

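Gene expression was measured by Smart-seq2 in single cells along the reprogramming of female MEFs to iPSCs. The Xi-Mus series held MEFs at day 0, FUT4-sorted intermediates of 4 days (8, 9, 10, 12) and iPSCs. A further plate held FUT4-sorted day 12 intermediates that started with the Cast X inactive (Xi-Cast). Of 96 labelled cells per group, the table held 86 at day 0, 82 at day 8, 83 at day 9, 80 at day 10, 80 at day 12, 90 iPSCs and 66 Xi-Cast cells at day 12. Over all 567 cells the median depth was 583643 gene-assigned reads, with a range from 15053 to 2098345. Median reads per cell were 603921 at day 0, 505799 at day 8, 507682 at day 9, 527374 at day 10, 667368 at day 12, 664945 in iPSCs and 726843 in Xi-Cast cells. The median number of genes with reads lay between 6479 at day 8 and 7657 in iPSCs, and the median mitochondrial share of reads between 2.23% in Xi-Cast cells and 3.81% at day 8. Each group was 1 plate with no replicate, so the values below describe these plates. Means are in reads per 100000 reads of a cell.

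The comparison of iPSCs with day 0 asked what separated the end from the start of reprogramming. Fibroblast genes were lower in iPSCs and pluripotency genes higher. All 24 fibroblast genes were at least 2-fold lower, with a median log2 ratio of -4.44 (percentile 0 among matched random lists). Acta2, the smooth muscle actin of contractile fibroblasts, had a mean of 781 at day 0 and 0.244 in iPSCs (log2 ratio -9.30), and the collagen gene Col1a1 had 633 and 0.0419 (-9.25). Thbs1 (-8.68) and Col1a2 (-8.24) followed. The matrix genes Bgn and Lox, with means of 395 and 194 at day 0, had no read in any iPSC, which made Bgn at least 76764-fold lower. Of 13 measured early pluripotency genes 12 were at least 2-fold higher (median 5.15, percentile 100), as were all 16 late ones (median 4.03, percentile 100). Dppa5a, an RNA-binding protein gene of pluripotent cells, had a mean of 320 in iPSCs and no read at day 0, at least 53878-fold higher. Utf1 (99.4 against 0.0244), Bex1 (113 against 0.183), Tdgf1 (65.4 in iPSCs) and Nanog (52 against 0.00156) were among the genes with the highest ratios. Zfp42 and Lefty1 had means of 59.3 and 64 in iPSCs and no read at day 0. The exception in the early list was Fut4, with means of 0.0198 in iPSCs and 0.134 at day 0, where it was 0.0663 without the highest of 3 cells with reads.

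Other gene groups also stood apart between iPSCs and day 0. Of 18 epithelial genes 16 were at least 2-fold higher in iPSCs (median 2.23, percentile 100). Epcam had a mean of 45.3 and the E-cadherin gene Cdh1 one of 11.1, both without reads at day 0. Of 22 proliferation genes 20 were at least 2-fold higher (median 2.36, percentile 100), among them the mitotic kinase gene Aurka (47.6 against 3.66) and the replication helicase genes Mcm3 (3.01) and Mcm5 (2.93). Of 12 senescence and secreted genes 9 were lower (median -2.84), including Igfbp7 (-5.84), Ccl2 (-4.76) and the cell cycle inhibitor Cdkn2b (-4.02). AP-1 and intermediate factors were lower at a median of -2, with 9 of 13 at least 2-fold lower and Fosl1 at -4.38. Somatic factors were lower at -1.90, with 10 of 12 at least 2-fold lower, such as Nfix (-3.47) and Tcf4 (-3.42). DNA methylation genes had a median of 2.45 (percentile 100, 7 of 9 at least 2-fold higher), with the methyltransferase gene Dnmt3b at 4.43 and the dioxygenase gene Tet1 at 4.37. Of the reprogramming factors, Pou5f1 (3.92) and Sox2 (2.19) were higher in iPSCs, Klf4 was at 0.06 and Myc was lower (-2.34). These differences of list medians exceeded the shift of 0.29 that a scaling by median ratios removed.

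**Figure D1:**
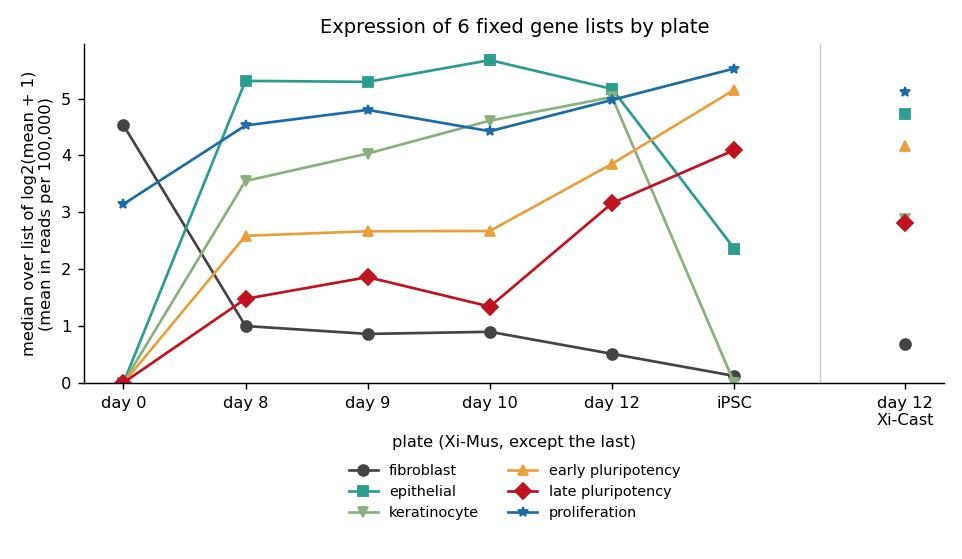
Median over the genes of 6 lists of log2(mean + 1), with means in reads per 100000 reads of a cell, for each of the 7 plates; 1 point is 1 plate and has no replicate error. Fibroblast genes stood at a median mean of 22.2 at day 0 and 1.01 at day 8, and epithelial genes at 38.7 at day 8 and 4.15 in iPSCs.

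Sorted day 8 cells were compared with day 0 to describe the first sampled stage of reprogramming. By day 8 the fibroblast genes were already low and epithelial genes high. Of 24 fibroblast genes 23 were at least 2-fold lower at day 8 (median -3.58, percentile 0), with Acta2 at 0.45 against 781 and the intermediate filament gene Vim at 1.68 against 391. Lgals1 (-7.30), Fbln5 (-6.64), Ccdc80 (-6.42) and Il1rl1 (-6.41) had the next lowest ratios. All 18 epithelial genes were at least 2-fold higher (median 5.14, percentile 100), and 4 of them led with means of 211 for Krt8, 157 for Cldn4, 102.8 for Epcam and 53.96 for Cldn6. The keratinocyte genes stood with them: 6 of 9 were at least 2-fold higher (median 3.55, percentile 100), with the basal keratin genes Krt17 at 350 (no read at day 0, at least 59073-fold higher) and Krt14 at 40.5. Ly6g6c, a gene of the Ly6 surface protein family, had a mean of 213 and no read at day 0, and the aldehyde dehydrogenase gene Aldh3a1 had 133 against 0.358.

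Pluripotency genes were between day 0 and iPSC levels at day 8. Of 13 early genes 12 were at least 2-fold higher than at day 0 (median 2.59), with Nanog at 16.2, Sall4 at 11.1 and Zfp42 at 9.22. Of 16 late genes 9 were at least 2-fold higher and 1 lower (median 1.48). Dppa5a reached a mean of 17.7, or 8.54 without the 1 cell that held most of its signal, and Klf2 was the lower gene (-1.18). Reads of Pou5f1 (22.6, log2 ratio 4.55), Sox2 (2.14) and Klf4 (1.90) were higher, which includes reads of the transgenes, and Myc was at -0.32. Proliferation genes were higher (median 1.69, 17 of 22 at least 2-fold), with Aurka at 2.76 and Cdc20 at 2.67. Senescence and secreted genes were lower (median -3.06, 8 of 12), and so were somatic factors (median -1.36, 7 of 12). DNA methylation genes had a median of 1.33 (percentile 99.8, 7 of 9 at least 2-fold higher), led by Tet2 at 3.07. Glycolysis genes had a median of 0.72 (percentile 98.6, 6 of 15 at least 2-fold higher), with the glucose transporter genes Slc2a3 at 5.56 and Slc2a1 at 1.90. The AP-1 and intermediate list, at 0.54, lay within the central 95% of random lists (percentile 83.6).

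For fibroblast, epithelial and pluripotency genes, list medians differed less among days 8, 9 and 10 than between day 8 and day 0. Between day 8 and day 9 the epithelial median was -0.04. The fibroblast median was 0.02, with 5 of 24 members at least 2-fold lower and 1 higher at day 9. It was 0.36 in the wells of the first 4 row indexes, -0.33 in those of the last 4, and -1.67 with genes of mean 5 or more, and so gave no direction. A single day 8 cell held 96.98% of the Col1a1 signal of its plate, and without it the Col1a1 ratio was 1.17. Early and late pluripotency genes were somewhat higher at day 9 (0.37 and 0.36, percentiles 99.9 and 100), though only 2 of 13 and 0 of 16 by at least 2-fold, with Utf1 at 1.44 and Tex19.1 at 0.96. Dnmt3l was at 1.01, or 0.42 without its highest cell. In the wells of the first 4 row indexes alone these medians were -0.055 and -0.013, so their direction was not shared by both parts of the plates. The keratin gene Krt18 (132 against 42.7) and the AP-1 gene Fosl1 (10.9 against 3.01) were higher at day 9, and the water channel gene Aqp3 (3.28 against 18.8), Avil (-1.87) and the matrix gene Dcn (-1.67) were lower. Keratinocyte genes were at 0.31 (percentile 99.2, 1 of 9 at least 2-fold higher) and transgenic factors at -0.44 (percentile 1). The AP-1 list was at 0.31 (percentile 99), but at -0.20 in the wells of the last 4 row indexes and -0.078 with genes of mean 5 or more.

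From day 9 to day 10 the stress genes had a median of 0.52 (percentile 100, 2 of 8 at least 2-fold higher), with Trib3 at 0.80, Ddit3 at 2 and Hmox1 at 1.43. Without the highest cell of each, Ddit3 was at 1.39 and Hmox1 at 0.74. Proliferation genes had a median of -0.30 (percentile 0.05), with all 22 within 2-fold, such as Mcm4 (-0.88) and Ccnb1 (-0.87). Of 9 genes of formative and primed pluripotency 3 were at least 2-fold higher and 6 within 2-fold (median 0.35, percentile 100), and the median was 0.063 in the wells of the first 4 row indexes and 0.58 in those of the last 4. The Nodal antagonist gene Lefty2 had means of 43.8 and 19.09, while Fgf5 (1.03) was at 0.50 and Dnmt3b (0.54) at 0.05 without the highest cell of each. Over all genes, Aqp3 (1.86) and the sialidase gene Neu1 (1.72) were among the highest ratios, and Slc34a2, a phosphate transporter gene, was lowest (8.47 against 49.6), with Fosl1 (-1.49) and Hnrnpab (-1.36). Spp1, a secreted phosphoprotein gene, had the highest ratio (138 against 15.7), but 1 day 10 cell held 88.99% of its signal, and the mean without that cell was 15.4. The same cell had reads of blood and macrophage genes, which stood at a median of 1.15 (percentile 100), with the lysozyme gene Lyz2 at 13 against 0.0492. It held 98.5% of the Lyz2 signal of its plate, and without cells that had reads of at least 5 of the 9 genes the median was 0.01. Early pluripotency genes were at -0.01 and fibroblast genes at 0.01. Late pluripotency genes were at -0.18 (percentile 1.76), with the opposite sign, 0.19, when only genes of mean 5 or more were used.

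The day 12 plate had higher means of pluripotency genes than the day 10 plate. The mix of cells differed as well: the late cluster, described below, held 37.5% of day 12 and 3.75% of day 10 cells. The median mean of 12 pluripotent markers was 28.8 in that cluster, 5.59 in cluster 0 and 5.12 in cluster 1. List medians were not split by cluster, so a rise within a cluster was not examined. Early genes had a median of 1.18 (7 of 13 at least 2-fold higher, none lower) and late genes one of 1.33 (12 of 16), both at percentile 100. Tdgf1, a co-receptor gene of Nodal signalling, had means of 37.8 and 5.31, Dppa5a 134 and 36, and Dppa4 9.92 and 1.11, and Klf2 (2.15) and Tcl1 (2.01) were also higher. Of 9 genes of formative and primed pluripotency 4 were at least 2-fold higher and 1 lower (median 0.66, percentile 100, with 1.16 and 0.17 in the wells of the first and last 4 row indexes), with Otx2 at 17.2 against 0.761, Lefty1 at 3, Dnmt3b at 2.15 and Fgf5 at 1.98. Over all genes, Upp1 (45.8 against 4.05), Apoe (167 against 23.1) and Rbpms2 (2.55) had the highest ratios and Dpysl2 (-2.56), Cavin1 (16.8 against 101) and Atp2a3 (-2.22) the lowest. Neural genes had a median of -0.64 (percentile 0, 2 of 11 at least 2-fold lower), with Stmn2 at -1.63 and Tubb3 at -1.26. Transgenic factors were at -0.56 (percentile 1.86, 1 of 4 at least 2-fold lower), with Klf4 at -1.46 and Pou5f1 at -0.77. Epithelial genes had a median of -0.32 (percentile 0.5), with Krt18 higher (1.24) and Rab25 lower (-1.56), and fibroblast genes stood at -0.03. Proliferation genes were at 0.48 (percentile 100, 2 of 22 at least 2-fold higher). Day 10 and day 12 were sequenced in different pools, so none of these differences can be told apart from the pool.

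iPSCs differed from the day 12 plate as a whole in the epithelial and keratinocyte genes above all. That plate mixed cells of several clusters, described below. The median mean of 10 epithelial markers was 9.72 in the late cluster, which held 30 of 80 day 12 cells. It was 5.97 in the cluster of the iPSCs, 33.6 in cluster 0 and 90.8 in cluster 1. For 5 keratinocyte markers it was 0, 0.0016, 2.65 and 12.1 in the same order. The plate differences therefore need not hold for day 12 cells of the late cluster. Epithelial genes were lower in iPSCs (median -2.44, percentile 0, 15 of 18 at least 2-fold lower), with Krt8 at 1.42 against 196, Krt18 at 5.06 against 312 and Krt19 at -5.19. Keratinocyte genes were lower (median -3.66, 7 of 9), with Krt14 at -5.18 and the cornified envelope gene Sprr1a at no read against 31.6 (13.3 without its highest day 12 cell). Ly6g6c (0.594 against 141), Mal (-6.10), Cryab (-5.95), Tgm2 (-5.87) and Klk10 (-5.87) were also among the lowest ratios. AP-1 and intermediate factors were lower for 12 of 13 members (median -2.06, percentile 0), such as Fos (-3.37), Jun (-2.69) and Tead4 (-2.64). Glycolysis genes had a median of -0.74 (percentile 0.03, 4 of 15 at least 2-fold lower), with Slc2a1 at 39.8 against 181. Early (0.77, 5 of 13 at least 2-fold higher) and late pluripotency genes (0.99, 8 of 16) were higher, both at percentile 100, with Gdf3 at 1.77, Dppa3 at 1.76, Tcl1 at 1.69 and Zfp42 at 1.46. The lysosomal amidase gene Naaa (20.6 against 0.661), Pla2g1b (3.1), Slc4a5 (3.1), Slc27a2 (3.06), Fhl1 (2.76) and Smtnl1 (2.61) had the highest ratios. Fibroblast genes were lower again (median -0.45, 8 of 24 at least 2-fold lower), and proliferation genes had a median of 0.55 (percentile 97.7, 3 of 22 at least 2-fold higher).

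The order in which pluripotency genes appear was described by the shares of cells with reads. At day 8, Zfp42 had reads in 74.4% and Nanog in 78% of cells, against 0% and 1.16% at day 0, where 0 of 86 cells allows a share of cells with reads of up to 3.49%. Pecam1 (45.1%), Tet1 (39%), Esrrb (34.1%) and Dppa5a (29.3%) stood at intermediate shares, and Dppa3 (8.54%), Dppa4 (12.2%) and Prdm14 (3.66%) at low ones. Dppa4 had reads in 16.2% of cells at day 10 (95% interval 8.95 to 26.2) and 47.5% at day 12 (36.2 to 58.98), and in 100% of iPSCs. Dppa3 was at 12.5%, 32.5% and 96.7% and Dppa5a at 41.2%, 68.8% and 100%. Prdm14, a transcription factor gene of naive pluripotency, reached 33.3% in iPSCs. Nanog had reads in 60% of day 12 cells (48.4 to 70.8), below the 84.3% of day 9 (74.7 to 91.4) and the 95.6% of iPSCs. After thinning to 100000 reads, day 9 stood at 70.4% (59.2 to 80.01), which overlaps the day 12 interval, and the Nanog mean was higher at day 12 (19.4 against 15), so no order was read from these shares. Cdh1 and Epcam had reads in 95.1% and 98.8% of day 8 cells and in none at day 0. Shares between days 10 and 12 are subject to the pool as well.

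**Figure D2:**
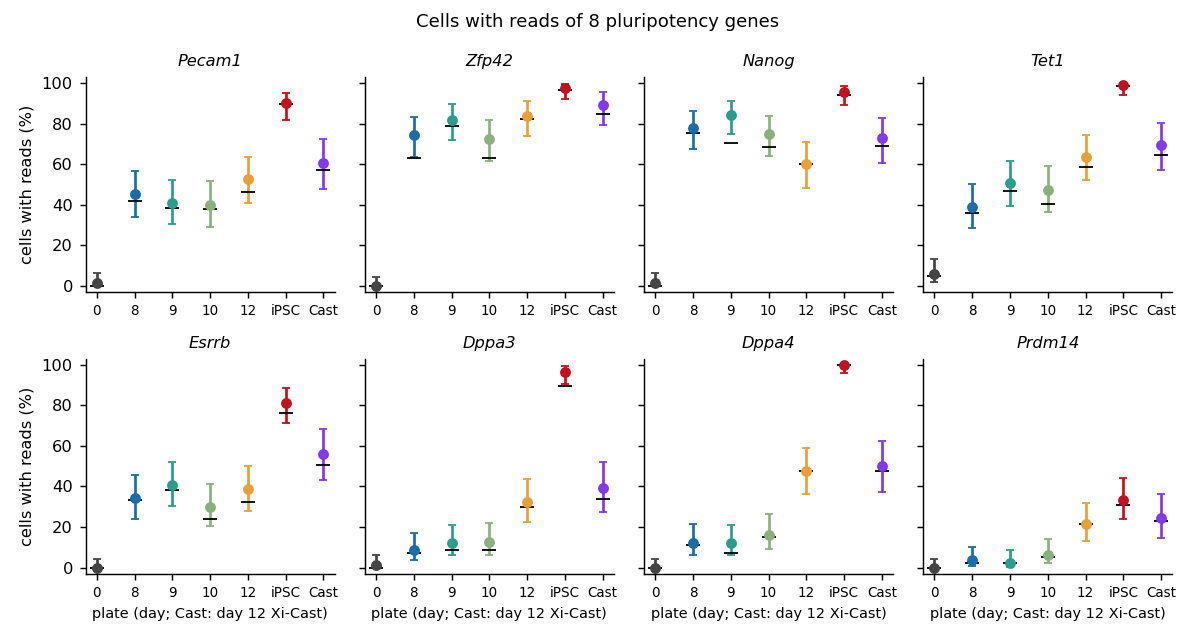
Share of cells with at least 1 read of each marker gene (percent) on each plate. Points are shares with exact 95% intervals (counting error only), and black dashes are shares after thinning to 100000 reads per cell; Dppa4 stood at 12.2% at day 8, 47.5% at day 12 and 100% in iPSCs.

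Clustering of the 501 Xi-Mus cells gave 5 clusters. A fibroblast-like cluster held all 86 day 0 cells and 1 day 8 cell, and a pluripotent-like cluster held all 90 iPSCs and 7 day 12 cells (8.75% of them, 95% interval 3.59 to 17.2). Both are close to 1 plate each, so plate and cell state cannot be separated there. Another cluster, in which all 12 pluripotent markers were detected, held 30 day 12 cells (37.5%, 26.9 to 49) but only 2 cells of day 8, 4 of day 9 and 3 of day 10. It is called the late cluster here, which is a label and not a name from markers. In the cluster of the iPSCs, 11 of the 12 pluripotent markers were detected. The remaining intermediates fell into clusters 0 and 1, both left unnamed. Among its 10 leading genes, cluster 0 had 1 fibroblast and 1 neural marker, and cluster 1 had 1 epithelial and 1 keratinocyte marker. Of 10 epithelial markers, 9 were detected in cluster 0 and all 10 in cluster 1. Their median means were 33.6 and 90.8, so both clusters were epithelial in these markers, cluster 1 more so. Cluster 0 held 70.7% of day 8, 57.8% of day 9, 37.5% of day 10 and 7.5% of day 12 cells, and cluster 1 held 25.6%, 37.3%, 58.8% and 46.2%. With 30 principal components, 46.2% of day 12 cells joined the cluster of the iPSCs and no separate late cluster was found.

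**Figure D3:**
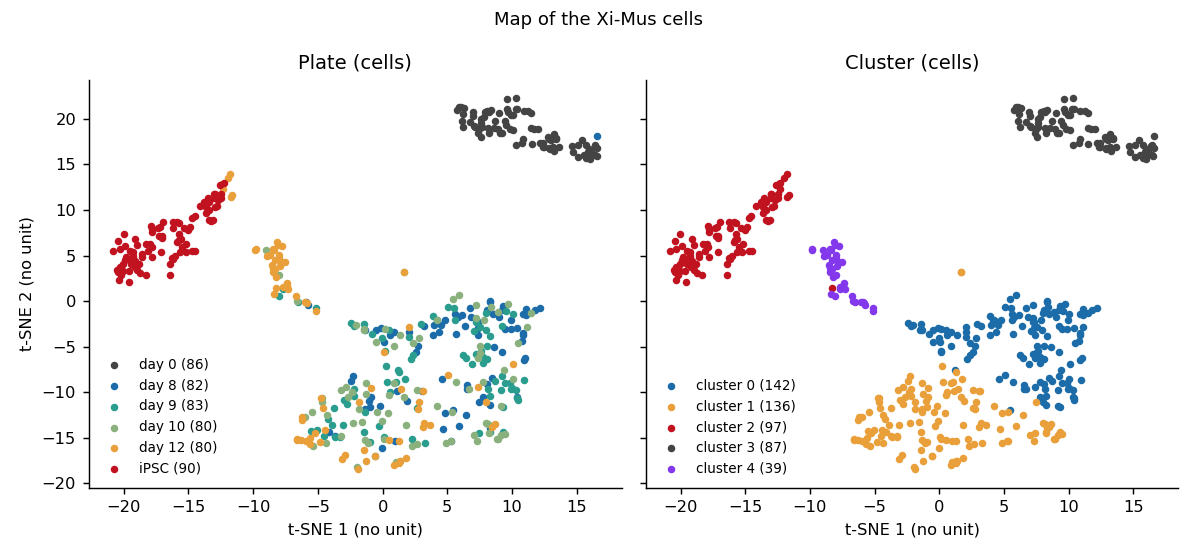
t-SNE map of the 501 Xi-Mus cells, colored by plate (left) and by cluster (right); 1 point is 1 cell, and the axes are the t-SNE coordinates without units. Day 0 cells and iPSCs formed separate groups, and 30 of 80 day 12 cells lay in the late cluster.

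Reactivation of the inactive X was followed by Xist, the long non-coding RNA that coats the inactive X, and by the X-GFP transgene. In the reference annotation Xist lies on chromosome X from 103460366 to 103483254 on the minus strand. Xist had a mean of 14.5 at day 0, 13.2 at day 8, 12.7 at day 9, 14.1 at day 10, 10.6 at day 12 and 1.69 in iPSCs. The share of cells with Xist reads was 89.5% at day 0, 60% at day 12 and 36.7% in iPSCs (95% interval 26.8 to 47.5). The median over cells was 13.4 at day 0, 3.74 at day 8, 8.71 at day 9, 11 at day 10, 2.44 at day 12 and 0 in iPSCs, so the levels at days 8 and 12 rested on part of the cells. X-GFP, carried by the X that was inactive at the start, had a mean of 0.229 at day 0, 0.22 at day 8, 3.9 at day 9, 3.75 at day 10, 33.8 at day 12 and 99.5 in iPSCs. The day 9 mean came from 2 cells. Without the highest cell of each plate, the means were 0.0586 at day 8, 1.38 at day 9 and 1.83 at day 10. Its reads were found in 9.30% of day 0 cells, 40% of day 12 cells (29.2 to 51.6) and 100% of iPSCs (96.0 to 100). Tsix, the antisense gene, had reads in 44.4% of iPSCs, at a mean of 0.539.

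Within the day 12 Xi-Mus plate, 12 of 80 cells had reads of both X-GFP and Xist, where the product of the shares gave 19.2. X-GFP and Dppa4 were found together in 27 cells against 15.2 and Xist and Dppa4 in 12 against 22.8. In clusters made from autosomal genes alone, the late cluster held 29 day 12 cells, with X-GFP reads in 82.8% (64.2 to 94.2), a mean Xist of 0.37 and a median X to autosome ratio of 0.868. The 44 day 12 cells of the intermediate clusters had X-GFP reads in 9.09%, a mean Xist of 17.1 and a ratio of 0.745. The 7 day 12 cells in the cluster of the iPSCs went against the late cluster, with Xist reads in 71.4% (29 to 96.3), a mean Xist of 12.6 and X-GFP reads in 57.1% (18.4 to 90.1). The 36 cells of the late and iPSC clusters together had X-GFP reads in 77.8% (60.8 to 89.9) and a mean Xist of 2.74.

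The X to autosome ratio of total expression was lower in the intermediates than at either end. Its median over cells was 0.857 at day 0 (quartiles 0.784 and 0.939), 0.779 at day 8, 0.714 at day 9 (0.661 and 0.782), 0.736 at day 10, 0.809 at day 12 and 0.994 in iPSCs (0.924 and 1.03). In all 6 ways of computing it, iPSCs were highest, day 9 was below day 0 and day 12 was above day 10. Day 12 was below day 0 in 5 of the 6. The values themselves depended on the genes used, and a fixed set of 72 X-linked and 2228 autosomal genes gave 1.07 at day 0, 0.886 at day 9, 1.07 at day 12 and 1.59 in iPSCs. X-linked genes took 3.51% of reads at day 0, 2.41% at day 8, 3.02% at day 12 and 4.82% in iPSCs. Among genes with a mean of at least 5, the median log2 ratio of iPSCs to day 0 was 0.99 on the X, and between -0.04 and 0.60 on the 19 autosomes. At day 8 against day 0 it was 0.03 on the X, below all 19 autosomes (0.12 to 0.48). At day 12 against day 10 the X stood at 0.29 and the autosomes between -0.16 and 0.08.

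**Figure D4:**
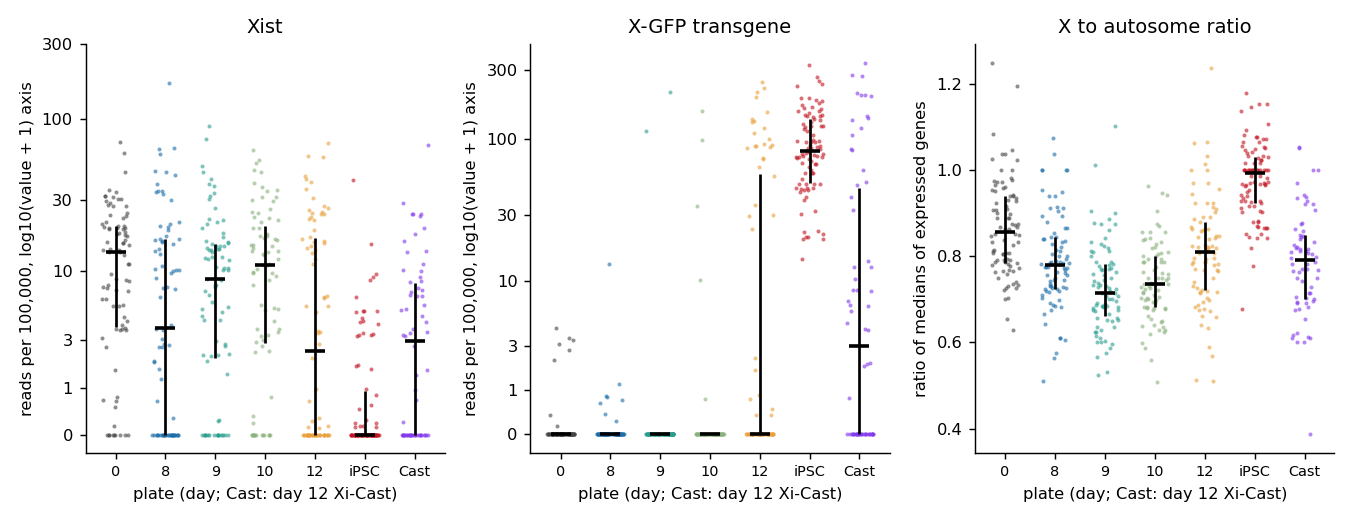
Xist, X-GFP and the X to autosome ratio in single cells by plate, on log10(value + 1) axes for the first pair (reads per 100000). Points are cells, and black bars and lines are medians and quartiles over cells; X-GFP had reads in all 90 iPSCs.

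The day 12 Xi-Cast plate was compared with the day 12 Xi-Mus plate of the same pool, which started with the other X inactive. The early and late pluripotency genes lay close, with medians of -0.16 (percentile 1.94) and 0.12 (percentile 83.6). The early list had the opposite sign, 0.11 with means of logged values and 0.27 in the wells of the last 4 row indexes, and so gave no direction. Reads of the reprogramming factors were higher in Xi-Cast cells (median 0.62, percentile 99.95), all 4 by less than 2-fold, with Klf4 at 0.78, Myc at 0.64, Pou5f1 at 0.61 and Sox2 at 0.53. Formative and primed genes had a median of -0.54 (percentile 0), with 3 of 9 at least 2-fold lower, namely Lefty1 at -2.03, Fgf5 at -1.91 and Otx2 at -1.57. Glycolysis genes were at -0.47 (percentile 0.01, 0 of 15 at least 2-fold lower), epithelial genes at -0.34 (percentile 0.01, 2 of 18) and DNA methylation genes at 0.44 (percentile 100, 0 of 9 at least 2-fold higher). Spp1 had the lowest ratio (26.5 against 166), but 1 Xi-Mus cell held 87.4% of the signal and the mean without it was 21.2. Next were the hypoxia-responsive gene Egln3 (-1.69), Blvrb (-1.67), Krt19 (-1.53), Tfpi (-1.49) and Alox12b (-1.38). Slc43a3 (13.8 against 4.15), Ptp4a2 (1.24), Atp2a3 (1.22), Sept1 (1.18), Cavin1 (1.16) and Stmn2 (1.16) had the highest. Dppa4 had reads in 50% of Xi-Cast cells and 47.5% of Xi-Mus cells. Xist had a mean of 6.39 and reads in 59.1% of Xi-Cast cells, against 10.6 and 60%. In the clusters made from autosomal genes the mean Xist was 7.28 against 17.1 in the intermediate clusters. In the late cluster it was low on both plates, 1.29 against 0.37, with reads in 8 of 21 and 8 of 29 cells. No direction was read there. The median X to autosome ratio was 0.791 against 0.809, and it was lower in Xi-Cast cells in all 6 ways of computing it, with 0.902 against 1.07 on the fixed set of genes. Within clusters only the ratio over all genes with reads was computed. It was 0.765 in Xi-Cast and 0.745 in Xi-Mus cells of the intermediate clusters, so the direction of the whole plates was not kept there. In the late cluster it was 0.864 and 0.868. The ratio on the fixed set of genes was not split by cluster. Of Xi-Cast cells 33.3% (22.2 to 46) lay in the late and iPSC clusters, against 45% (33.8 to 56.5). The median log2 ratio of X-linked genes with a mean of at least 5 was -0.06, below all 19 autosomes (-0.04 to 0.10). X-GFP, which lies on the initially active X in this setting, had a mean of 43.4 and reads in 56.1% of Xi-Cast cells (43.3 to 68.3), against 33.8 and 40% in Xi-Mus cells. Each setting was 1 plate, so plate and setting cannot be told apart. All cells came from Mus mothers and Cast fathers, so the parental origin of the inactive X goes with its strain. The transgene and the GFP sort go with it as well.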

Values the study reported

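The study showed 561 cells in its map of the Smart-seq2 data and grouped them into 6 clusters. The clustering in the report used Xi-Mus cells only, a smaller set than that map, so the cluster counts do not describe the same cells. Allelic expression was quantified for 439 X-linked genes. In the starting fibroblasts, the study gave the median of X-linked genes from the Cast allele as 1.35 fold that of autosomes. These ratios are allelic, whereas the ratios in the report use total expression, so the values measure different things.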

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

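No comparison has a replicate check, so a list median or Xist mean is called moved when it changed by over 1.5-fold, a share when it left its 95% interval, and a ratio when it left its quartiles over cells. The pseudocount of 10, the depth limit, thinning before the ratio, autosomal clustering and leaving out cells with blood genes were chosen after seeing the data. No paired analysis was possible because replicate numbers only name cells and no result comes from a test. The setting with all cells of the table left out no cell and gave no separate value. Of the list medians under alternatives, 1351 stayed within 1.5-fold, 140 moved, and 11 that lay outside the central 95% of random lists changed sign. Median-ratio scaling and the limit of 100000 reads left all 168 within 1.5-fold, and leaving out cells with blood genes moved 3. For median-ratio scaling this was given in advance, since its largest shift, 0.29 on the log2 scale, is under 1.5-fold. The cause of a move was not tested unless the setting itself gives it.

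With a pseudocount of 0.1, which raises ratios of low genes, iPSC against day 0 gave -6.74 for fibroblast, 4.86 for epithelial, 8.03 for early and 6.33 for late pluripotency genes. Day 8 against day 0 gave -5.07, 8.22, 5.30 and 3.47, and fibroblast genes in iPSC against day 12 -1.57. With means of logged values the first comparison gave -3.52, 1.25, 4.51 and 3.17 and the second -2.99, 4.20, 1.35 and 0.58. Early and late genes in iPSC against day 12 then gave 1.98 and 1.84. A pseudocount of 10, which shrinks ratios of low genes, gave -1.69, 0.50, 2.16 and 1.38 in the first and -1.53, 2.28, 0.59 and 0.25 in the second. It gave 0.48 for late genes in day 12 against day 10 and -1.44 for epithelial genes in iPSC against day 12. With genes of mean 5 or more, so with fewer genes, epithelial genes gave 3.36 in iPSC against day 0, late genes 2.74 in day 8 against day 0, and fibroblast genes -1.67 in day 9 against day 8 and -1.60 in iPSC against day 12. The first 4 row indexes gave -4.17 for fibroblast genes in day 8 against day 0.

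The cause of changes in sign was not tested. In day 9 against day 8, the first 4 row indexes gave -0.055 for early and -0.013 for late pluripotency genes. The last 4 gave -0.20 for AP-1 and -0.0049 for blood and macrophage genes, and genes of mean 5 or more gave -0.078 for AP-1. Genes of mean 5 or more gave 0.19 for late pluripotency genes in day 10 against day 9. The first 4 row indexes gave 0.45 for blood and macrophage genes in iPSC against day 12, which was -1.17 with all wells. The iPSC with reads of these genes lay in those wells and the day 12 cell in the others. For Xi-Cast against Xi-Mus, early pluripotency genes gave 0.11 with means of logged values and 0.27 with the last 4 row indexes, keratinocyte genes 0.15 with means of logged values, and muscle genes -0.016 with the last 4 row indexes.

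Xist as a median over cells was 3.74 at day 8, 2.44 at day 12, 0 in iPSCs and 2.97 in Xi-Cast cells, and 31 other values stayed. The X to autosome ratio of days 0, 8, 9, 10, 12, iPSCs and Xi-Cast cells was 1.04, 0.951, 0.937, 0.963, 1.01, 1.18 and 0.947 with genes above 5 in the cell. It was 1.07, 0.937, 0.886, 0.959, 1.07, 1.59 and 0.902 with a fixed set of genes, and 1, 0.875, 0.857, 0.857, 0.9, 1.14 and 0.875 with 100000 reads per cell. Means without the top 1% of genes gave 0.967 at day 0, 0.782 at day 9, 0.889 at day 12, 1.11 in iPSCs and 0.869 in Xi-Cast cells. Leaving out Xist and escapees moved no ratio. Clustering at resolution 1 gave 9 clusters, with 1.25% of day 12 cells in that of the iPSCs. With 30 principal components the cluster of the iPSCs held 4.82% of day 9, 5% of day 10 and 46.2% of day 12 cells. Nanog shares at day 0 were 0% with a threshold of 1 and 0% after thinning, and at day 9 71.1% and 70.4%. Xist was above 1 in 24.4% of iPSCs. Depth can limit the shares of lowly expressed genes, and 9 cells had under 100000 reads. Thinning changed the Prdm14 share little, from 33.3% to 30.7% in iPSCs and not at all at day 12 (21.25%).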

Other observations

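The tests of random loss, swapped plates, shared indexes and free RNA and all settings without single cells were chosen only after the result was seen. Genes of other lineages showed mixed patterns in the intermediates. Of 13 trophoblast genes 3 were at least 2-fold higher at day 8 than at day 0, 1 was lower and 9 lay within 2-fold (median 0.43, percentile 99), with the trophoblast transcription factor genes Elf5 at a mean of 13.6 against no read and Gata2 at 13.9 against 1.94, but Gata3 lower (-1.87). At day 12 against day 10, 4 of the 13 were at least 2-fold higher (median 0.26, percentile 99.3, with 0 and 0.46 in the wells of the first and last 4 row indexes), among them Peg10 at 1.82, Krt7 at 1.64 and Hand1 at 1.61, or 1.01 for Hand1 without its highest cell. In iPSCs against day 0 the list was at 0.05 (percentile 69.9). The neural list stood at 0.00 (percentile 32.1) at day 8 with members going both ways, the microtubule regulator gene Stmn2 at 68.8 against 0.594 and the adhesion gene Ncam1 at 0.415 against 10.9. Primitive endoderm genes had a median of 0.00 (percentile 34.3) at day 8, with the basement membrane genes Col4a1 (-2.87) and Col4a2 (-2.78) lower and Lama1 (2.57) higher. Endothelial genes were at 0.18 (percentile 96.8) at day 8 and 0.50 at day 10 against day 9, with 0 of 5 members at least 2-fold higher at day 10. In the wells of the first and last 4 row indexes the day 10 median was 0.025 and 0.38. At day 12 against day 10, which crosses the pools, endothelial genes were at -0.73, with the VEGF receptor gene Flt1 at 18.8 against 31.7. Muscle genes were at -0.32 in iPSCs against day 0 (percentile 6.73), stress genes at -0.28 (percentile 9.69), keratinocyte genes at 0.00 (percentile 43.7) and glycolysis genes at 0.82 (percentile 95.3). X inactivation genes, which include autosomal ones such as Spen and Lbr, were at 0.28 (percentile 69.5), escapees at 0.69 (percentile 70.2) and early reactivating genes at 0.51 (percentile 73.4) in iPSCs against day 0. In the last of these Usp9x was higher (57.6 against 15.7) and Timp1, a protease inhibitor gene, lower (8.16 against 91). Candidate X regulators were at 1.07 (percentile 97.7), with Zscan10 at 4.99, Trp53 at 1.77 and Hcfc1 at 1.37. The 2-cell-like list had 1 measured gene and gave no median.

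Blood and macrophage genes marked 1 cell each on the day 10, day 12 Xi-Mus and iPSC plates, a grouping chosen after the values were seen. These cells had reads of at least 5 of the 9 genes, and no cell of the other 4 plates did. The cells of days 10 and 12 had Lyz2 values of 1022 and 757, no reads of Epcam or Cdh1, and 4520 and 4274 genes with reads. They also held 88.99% and 87.4% of the Spp1 signal of their plates. The iPSC with blood genes had a Lyz2 value of 1356, 9064 genes with reads, and reads of Epcam and Cdh1. Without these cells the list median was 0.01 instead of 1.15 in day 10 against day 9, -0.07 instead of -1.17 in iPSC against day 12, and 0.00 instead of -1.21 in Xi-Cast against Xi-Mus cells. The sort on FUT4 was meant to select reprogramming intermediates. No explanation was tested for these cells.

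X-GFP reads were found in only 56.1% of day 12 Xi-Cast cells, although the X chromosome with the transgene was the active one at the start. In the intermediate clusters 37.2% of Xi-Cast cells (95% interval 23 to 53.3) and 9.09% of Xi-Mus cells (2.53 to 21.7) had X-GFP reads. This argues against a plate with only an inactive Mus X, and against a swap of the day 12 plates, under which cells with an active Mus X would have X-GFP reads less often than cells with an inactive one. Of the 43 Xi-Cast cells in these clusters, 27 had no X-GFP read and the 16 others had 11 to 393 reads each. Random loss of reads alone would also leave cells with fewer reads, so these counts argue against it. Loss of transcripts before amplification stays open. The mean was 3.61, and the share of cells with reads lay at percentile 8.01 among 2521 genes of similar mean in these cells. The median share of those genes was 55.8%. A plate mixed from both settings, or low expression of the transgene in intermediates even from an active X, may also account for the pattern, and neither was tested.

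The X to autosome ratio was lower at day 9 than at day 0. Depth and the number of genes detected are argued against, since with a fixed set of genes and 100000 reads per cell the day 9 ratio was still lower by a difference of -0.202 (-0.226 and -0.157 in the wells of the first and last 4 row indexes). A few X-linked genes as the cause could not be told apart from a shift of the whole chromosome. Of 161 X-linked genes 95 (59.01%, exact interval 51 to 66.7) lay below the autosomal median, and the interval includes 55%, the bound set for few genes. The median log2 ratio of day 9 to day 0 was 0.05 on the X and 0.35 on autosomes, and a biological difference between the days stays open, as it was confounded with the plate.

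Reads of the collagen gene Col1a1 were in more day 10 than day 8 cells. The mean was lower at day 10 (2.83 against 16.4), but the day 8 mean was 0.502 without the 1 cell of the fibroblast-like cluster. Reads given to the wrong well through a shared index are argued against, since the day 10 plate shares no index with the day 0 plate and had reads in 68.8% of cells, and so is depth, with 43.04% at 100000 reads (lower limit 31.9) against 14.8% at day 8 (upper limit 24.4). Free RNA of day 0 fibroblasts stays open: the ratio of the day 10 to the day 0 mean spanned 756-fold over 18 genes, from Acta2 (0.151%) through Col1a1 (0.447%), Bgn (0.873%) and Fbln2 (9.82%) to S100a6 (114%), but genes that the intermediates express themselves add to this spread, and the values do not tell which genes these are. Fibroblasts of another kind carried through the sort, or expression in the intermediates, may also account for the reads and were not tested.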
